A study of Homo sapiens with 9 samples. Its data were reported in "Tumor-specific lncRNA IGF1R-AS1 trans-regulates chromatin interactions associated with oncogenic MYC signaling" (2026).

How the data were processed

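RNA sequencing had been carried out on VCaP cells, an established prostate cancer cell line. Per the labels, cells were reverse transfected with 100 pmol of siRNA and harvested 72 h later, and 1.3 µg of total RNA per sample entered a stranded total RNA library preparation. The siRNAs si025 and si033 were both aimed at exon 1 of *IGF1R-AS1*, a long non-coding RNA transcribed from the strand opposite to *IGF1R*. The control group received a control siRNA. Each of the 3 groups held 3 libraries, assigned to groups by their sample titles. The labels name a Promega column kit for RNA extraction, whereas the methods of the study name a Qiagen kit, and this difference was left open.

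The authors aligned adaptor-trimmed paired-end reads to GRCh38 with HISAT2, according to the methods of the study. Per the file headers, the authors then made the deposited counts with featureCounts 1.5.2, counting read pairs over exons, summed by gene symbol and restricted to the sense strand of a reverse-stranded library. The headers name a RefSeq annotation of hg38, whereas the methods name GENCODE. The deposited values are raw whole-number counts of read pairs per gene, with no normalization, and each file listed 19918 gene symbols and no entry that was not a gene. Read pairs that mapped to several places were not counted under the defaults of that program, so genes with near-identical copies are less certain. *CBX3* and *PA2G4*, which have processed pseudogenes, are among these. Strand-specific counting separated overlapping genes on opposite strands, such as *SYNM* and *TTC23*. The targeted transcript *IGF1R-AS1* and the lncRNA genes *PVT1* and *CCAT1* were not analysed here, so the degree of knockdown was not measured.

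Library totals ranged from 11649811 to 28492259 counts, a ratio of 2.45, and between 14735 and 15474 genes per library had at least 1 count. The 10 most abundant genes took between 3.78% and 4.02% of the counts of a library. Within groups, replicate pairs differed by more than sampling noise, with chi-square values per degree of freedom between 1.70 and 5.26 over 12172 genes. No pair of libraries was therefore treated as a single library. The reference was counting noise alone, so this does not show that the libraries came from separate RNA samples or cultures. The biological coefficient of variation, estimated over all 9 libraries, was 4.13%.

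Differential expression was tested with edgeR 4.0.16 in R 4.3.3, using the quasi-likelihood test with TMM normalization and the default expression filter, which kept 12810 genes. All 9 libraries entered 1 fit with 3 group means and no covariate. The contrasts were si025 against control, si033 against control, the mean of both siRNAs against control, and si025 against si033. The combined contrast took the place of a meta-analysis of the siRNAs. *P* values were adjusted by the Benjamini-Hochberg method over all genes tested, and a gene with an adjusted *p* value under 0.05 is referred to as called. All adjusted *p* values of single genes come from this quasi-likelihood test unless another test is named. Standard errors (SE) of log2 fold changes were derived from the fold change and its F statistic. CPM values, the counts scaled to a common library size, were normalised by TMM and are given as mean ± SD over 3 libraries.

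Gene lists were tested by preranked gene set enrichment analysis (GSEA) on the log2 fold change with fgsea 1.28.0, for lists of 15 to 500 genes and a fixed seed. The 8 lists were MYC targets, S phase genes, G2M genes, androgen response, interferon response, p53 targets, stress response and cholesterol synthesis. The S phase and G2M lists came from the R package Seurat and the remaining lists were written by hand. The *p* values of the lists were adjusted over 32 tests, 8 lists in each of 4 contrasts. Of the listed genes, 56 of 57 MYC targets, 42 of 43 S phase genes, 52 of 54 G2M genes, 30 of 30 androgen response, 24 of 35 interferon response, 23 of 25 p53, 26 of 30 stress response and 25 of 25 cholesterol synthesis genes were expressed highly enough in these cells to be tested. Of the MYC targets, 3 were also in the S phase or G2M lists.

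For the search of 3′ untranslated regions (3′ UTRs), sequences came from GENCODE version 44. Of 18246 gene symbols of the files with a current entry, 99.995% overlapped the GENCODE gene on the same chromosome and strand. A 3′ UTR was found for 12085 of the 12810 tested genes (94.3%). For each of 16199 words of 7 bases present in at least 50 genes, the shift in log2 fold change of genes that held the word was estimated in a linear fit with the length and GC content of the 3′ UTR. The largest absolute z over all words was compared with 1000 permutations of genes, so 0.001 is the smallest *p* value they can give. In a first form of this fit, length and GC content were taken out of the fold changes only. That form recovered planted shifts incompletely on simulated data and was replaced after its results had been seen. The siRNA sequences listed with the study had been read before the search and were compared with an early exploratory form of it. No siRNA sequence entered the results given here, which cover all words alike, but the hypotheses about words were not formed without knowledge of those sequences.

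Genes were named by a rule. The genes that the study discussed or measured by qPCR were always named, except that 1 of them is counted among these genes but not reported here. Genes called under both siRNAs in 1 direction were ranked by the mean of the 2 log2 fold changes, provided that they had a mean of at least 5 CPM and no overlap between knockdown and control libraries, and the 5 highest and 5 lowest were named. For si025 against si033 the 3 largest and 3 smallest fold changes were named under the same limits. The groups, contrasts, main tests, gene lists, naming rule and alternatives were fixed before the data were examined, except for the 2 additions named at the end of the list of alternatives. The form of the word fit, as described, and the tests of explanations that the closing observations name as chosen afterwards were not fixed beforehand.

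The alternatives were RLE and upper quartile normalization, no filter on low counts, a filter of at least 1 CPM in 3 libraries, DESeq2 1.42.0, the edgeR likelihood ratio test, fits restricted to the groups compared, the replicate number as a block, offsets for gene length and GC content with and without that block, removal of the 10 most abundant genes before normalization, and removal of each library in turn. The lists were also ranked by the signed F statistic and tested with camera and fry of limma 3.58.1. Repeated measurement of lists on the same genes with each library left out, and the word search on genes with at least 5 CPM, were added after the data had been seen.

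The steps were tested on simulated data. For si025 against control, counts were drawn for 12665 genes, and 89.4% of 198 genes with planted changes were called, with a median error of -0.01 on the log2 scale. There were 11 false calls, 5.85% of all calls. The word search, run on shuffled fold changes of si025 against control over 12085 genes, ranked the planted word first in 20 of 20 runs and recovered a planted shift of -0.15 as -0.15. The word search and the remaining tables were computed with Python 3.11.15, numpy 2.4.6 and pandas 2.3.3.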

Results

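To examine gene expression after knockdown of the lncRNA *IGF1R-AS1*, RNA-seq counts were compared between VCaP prostate cancer cells transfected with si025, with si033 or with a control siRNA. Each group held 3 libraries. The si025 libraries held 12662828, 19955145 and 22436104 counts, the si033 libraries 11963322, 12864624 and 28492259, and the control libraries 11649811, 14106584 and 26760578. Depth thus varied more within groups than between their means.

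The first principal component of the log2 CPM values held 48.6% of the variance and the second 33.7%. On the first component the si025 libraries lay between -36.7 and -34.7, the control libraries between 9.28 and 9.39, and the si033 libraries between 24.6 and 27.4. On the second component the control libraries lay between -30.5 and -28.9, the si025 libraries between 7.48 and 8.62, and the si033 libraries between 20.2 and 22.7. The siRNAs therefore moved away from control together on the second component and in opposite directions on the first.

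The targeted transcript was not analysed here, so the labels could not be checked against its level. In GENCODE version 44 (hg38), an unnamed lncRNA gene lies on chromosome 15 from 98831666 to 98840189 on the minus strand, within *IGF1R*, which spans 98648539 to 98964530 on the plus strand. The paper describes the transcripts annotated for this gene as different in structure from the targeted transcript. It also places the exon at which both siRNAs were aimed outside this interval. The interval therefore does not give the full extent of the targeted transcript.

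Next, the study's question of whether knockdown lowers *MYC* without altering *IGF1R* was addressed. *MYC* (chromosome 8, 127736069 to 127741434, plus strand) was expressed at 444 ± 11.5 CPM in control cells, 258 ± 11.5 CPM with si025 and 310 ± 9.13 CPM with si033 (SD, n = 3 each). The log2 fold change was -0.78 with si025 (SE 0.04, adjusted *p* = 4.69e-13, edgeR quasi-likelihood test) and -0.52 with si033 (SE 0.04, adjusted *p* = 7.16e-10). Every knockdown library lay below every control library. The decrease was larger with si025 than with si033, with a difference of -0.26 (SE 0.04, adjusted *p* = 1.74e-05). Among the alternatives other than leaving out a library, the *MYC* change ranged from -0.87 to -0.76 with si025 and from -0.57 to -0.49 with si033. The value furthest from the main result came from offsets for gene length and GC content.

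*IGF1R* was expressed at 419 ± 1.88 CPM in control cells, 430 ± 31.5 CPM with si025 and 507 ± 7.27 CPM with si033. With si025 it did not differ from control (log2 fold change 0.04, SE 0.05, adjusted *p* = 0.509), although offsets for gene length and GC content gave a decrease of -0.14 (adjusted *p* = 0.000123). With si033 it was higher than control (0.28, SE 0.05, adjusted *p* = 1.90e-05).

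Among the genes near the locus that the study examined, *SYNM* (chromosome 15, 99105069 to 99136586) fell from 46.4 ± 1.56 CPM to 36.5 ± 2.43 CPM with si025 and 40.3 ± 2.20 CPM with si033. Its log2 fold changes were -0.35 (adjusted *p* = 2.70e-05) and -0.20 (adjusted *p* = 0.00898), and the second was no longer called without control replicate 1 (adjusted *p* = 0.0529). *TTC23* (chromosome 15, 99136323 to 99251226) was expressed at 5.30 ± 0.515 CPM in control cells, and neither siRNA changed it beyond the spread between replicates (adjusted *p* = 0.406 and 0.739).

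**Figure D1:**
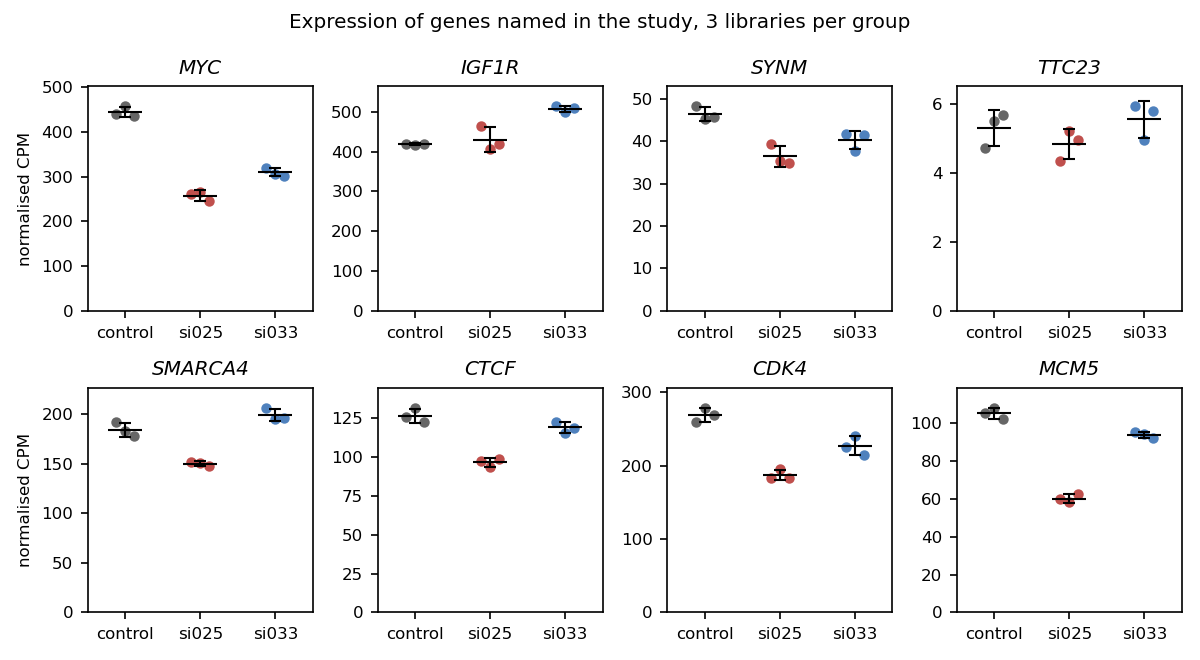
TMM-normalised CPM of 8 genes discussed in the study, with 1 point per library, a horizontal bar at the group mean and whiskers of 1 SD (n = 3). *MYC* fell from a mean of 444 CPM in control cells to 258 CPM with si025 and 310 CPM with si033, while *IGF1R* rose to 507 CPM with si033.

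In total, 17 genes that the study discussed or measured by qPCR were tested. With si025, 15 of them were called (3 higher and 12 lower), and with si033, 15 were called (5 higher and 10 lower). Adjusted over the list alone, the counts were also 15 and 15. The study picked part of these genes with the same samples in hand, so the counts over the list are not independent evidence. In 13 genes both siRNAs were called in 1 direction. The MYC target genes *CDK4* (-0.52 and -0.25), *CBX3* (-0.79 and -0.41), *DDX18* (-0.45 and -0.66), *PA2G4* (-0.65 and -0.45), *MCM4* (-0.94 and -0.17) and *MCM5* (-0.80 and -0.16) were lower with si025 and si033, respectively, with adjusted *p* values of 0.00578 or less. *CLNS1A* (0.54 and 0.86) and *TXNL4A* (0.34 and 0.41) were higher with both.

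The study linked the chromatin remodelers *SMARCA4* and *SMARCA1*, and the architectural proteins *CTCF* and *SMC1A*, to the lncRNA. Of their transcripts, *SMARCA4*, at 184 ± 6.97 CPM in control cells, was lower with si025 (log2 fold change -0.30, SE 0.04, adjusted *p* = 4.99e-06). With si033 it was 199 ± 6.13 CPM, a change of 0.11 (SE 0.04, adjusted *p* = 0.0357) that was not called in 7 of the 20 alternatives, among them the fits without si033 replicate 1, si033 replicate 3, control replicate 2 or control replicate 3. *SMARCA1* rose from 23.5 ± 1.30 CPM to 27.7 ± 0.314 CPM with si025 (0.23, adjusted *p* = 0.00527) and to 43.2 ± 2.45 CPM with si033 (0.87, adjusted *p* = 6.57e-11). *CTCF* was lower with si025 (-0.39, adjusted *p* = 2.02e-07), whereas with si033 the change of -0.09 was not called (adjusted *p* = 0.117). *SMC1A* was lower with both (-0.74 and -0.27). The paper reports less binding of these proteins at a *MYC* enhancer after knockdown, while western blots showed their amounts unaltered. The values here are transcript levels and do not show a loss of the proteins.

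Across all 12810 tested genes, 7908 were called with si025 (61.7%), of which 4220 were higher and 3688 lower. With si033, 7015 genes were called (54.8%), 3449 higher and 3566 lower. The larger side with si033 varied with the scaling, at 3810 higher and 3195 lower under upper quartile normalization. Offsets for gene length and GC content gave 3582 higher and 4223 lower. The mean of both siRNAs gave 7511 called genes, 3806 higher and 3705 lower. Most changes were small. The median absolute log2 fold change of called genes was 0.40 with si025 and 0.36 with si033, and 899 and 659 called genes, respectively, changed at least 2-fold. Of these, 706 were higher and 193 lower with si025, and 392 were higher and 267 lower with si033. Among the alternatives, the largest shift was for the combined contrast, where a fit restricted to knockdown against control as 2 groups called 3363 genes.

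To determine how far the siRNAs shared their effects, the calls were intersected. Of 4877 genes called with both siRNAs, 3802 (78.0%) changed in 1 direction (1936 higher and 1866 lower). The other 1075 changed in opposite directions, 690 being higher with si025 and lower with si033, and 385 the reverse. Across genes, which are not independent replicates, the log2 fold changes of the siRNAs correlated with Pearson's r of 0.368 and Spearman's rho of 0.410. Since both contrasts use the same control libraries, 20 simulations of unchanged groups against shared controls were run. These gave r between 0.491 and 0.552, with at most 1 gene called in 1 direction with both siRNAs. The observed r lay below this range. That comparison decides nothing, because sharing a control fixes the r of pure noise near this level whatever the effects are. When effects of the observed size were simulated with the si033 effects shuffled among genes of like expression, r lay between 0.0604 and 0.101 and between 1989 and 2130 genes were called in 1 direction. Without a filter on low counts the observed r was 0.455.

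**Figure D2:**
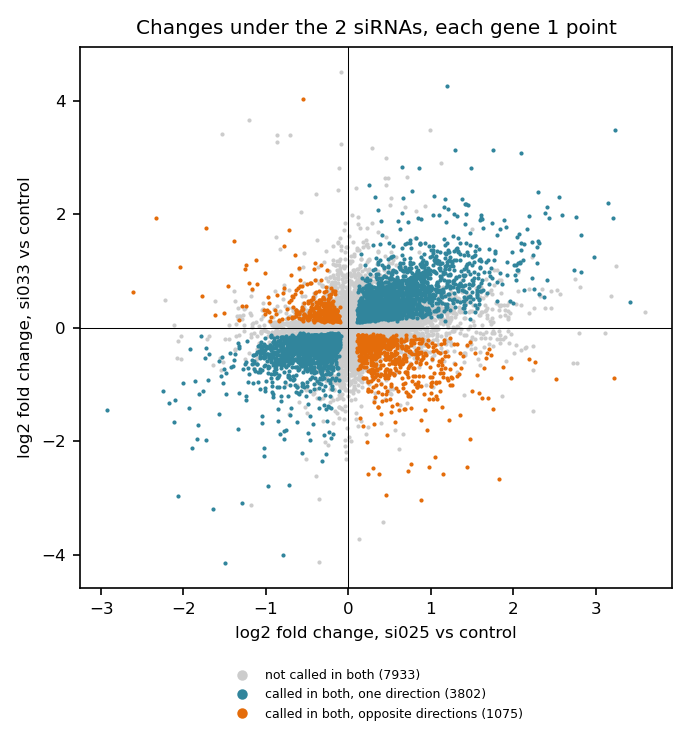
Log2 fold change against control with si025 (horizontal axis) and si033 (vertical axis), with 1 point for each of 12810 tested genes. The 3802 genes called with both siRNAs in 1 direction are in teal, the 1075 called in opposite directions in orange, and the rest in grey.

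Among genes changed by both siRNAs, the naming rule gave *CDH17* (1.30 with si025 and 3.13 with si033), *QPCT* (2.20 and 1.98), *CREB3L1* (3.42 and 0.46), *ABCC3* (2.82 and 0.98) and *STRADB* (1.89 and 1.90) as the 5 most increased. The 5 most decreased were *COL14A1* (-1.29 and -3.09), *FBN1* (-1.89 and -2.12), *PGR* (-0.98 and -2.78), *COL5A2* (-0.72 and -2.77) and *RELN* (-1.02 and -2.25). *STRADB*, at 8.76 ± 0.956 CPM in control cells, differed between the siRNAs by -0.02, less than the spread between replicates (SE 0.07, adjusted *p* = 0.846). *FBN1* fell from 28.7 ± 1.55 CPM to 7.72 ± 0.755 CPM and 6.47 ± 1.25 CPM. The increase of *CREB3L1* with si033 had an adjusted *p* value of 0.0265 and was not called in 7 of the 20 alternatives.

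Directly compared, si025 and si033 differed in 7801 genes (60.9%), 3993 higher and 3808 lower with si025, of which 986 differed at least 2-fold. Of the 986 genes, 712 were higher and 274 lower with si025. The largest excess with si025 was found for *VTN* (4.11), *CXCL11* (3.91) and *RGS4* (3.73), and with si033 for *LRRN3* (-4.61), *NTRK2* (-4.58) and *OPRK1* (-3.49). *OPRK1* was expressed at 108 ± 2.74 CPM in control cells, 32.5 ± 2.23 CPM with si025 and 365 ± 16.3 CPM with si033. *VTN* was at 2.62 ± 0.545 CPM in control cells, 25.2 ± 0.291 CPM with si025 and 1.54 ± 0.453 CPM with si033.

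GSEA was then performed on the 8 gene lists. MYC targets were lower with si025 (median log2 fold change -0.31, interquartile range -0.49 to -0.23, adjusted *p* = 1.13e-10 by fgsea) and with si033 (-0.22, -0.33 to -0.16, adjusted *p* = 1.40e-06). Of the 56 tested genes, 47 were called with si025, 46 of them lower, and 42 with si033, all 42 lower. Adjusted over the list alone, 47 and 43 were called. S phase genes were lower with si025 (median -0.74, adjusted *p* = 7.37e-17) and si033 (-0.36, adjusted *p* = 0.000872). Of 42 such genes, 42 were called with si025, 41 of them lower, and 36 with si033, 35 of them lower. *MRPL36* was higher with both (1.17 and 1.46). Adjusted over the list alone, 42 and 37 were called. The S phase result with si033 was not past the threshold without a filter on low counts (median -0.36, adjusted *p* = 0.408), nor in 7 of the 9 fits that left out 1 library. G2M genes were also lower with si025 (median -0.63, adjusted *p* = 2.89e-21) and si033 (-0.42, adjusted *p* = 1.13e-10), with 50 and 49 of 52 genes called, and 50 and 49 adjusted over the list alone. All 50 were lower with si025, and 48 of the 49 with si033. With camera and a correlation between genes estimated from the data, only the S phase and G2M results with si025 passed the threshold (adjusted *p* = 0.0305 for both). With fry all 6 results did. However, fry asks whether the genes of a list change at all, not whether they change more than other genes. Since 61.7% of all tested genes were called with si025 and 54.8% with si033, passing fry says little about these lists in particular.

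**Figure D3:**
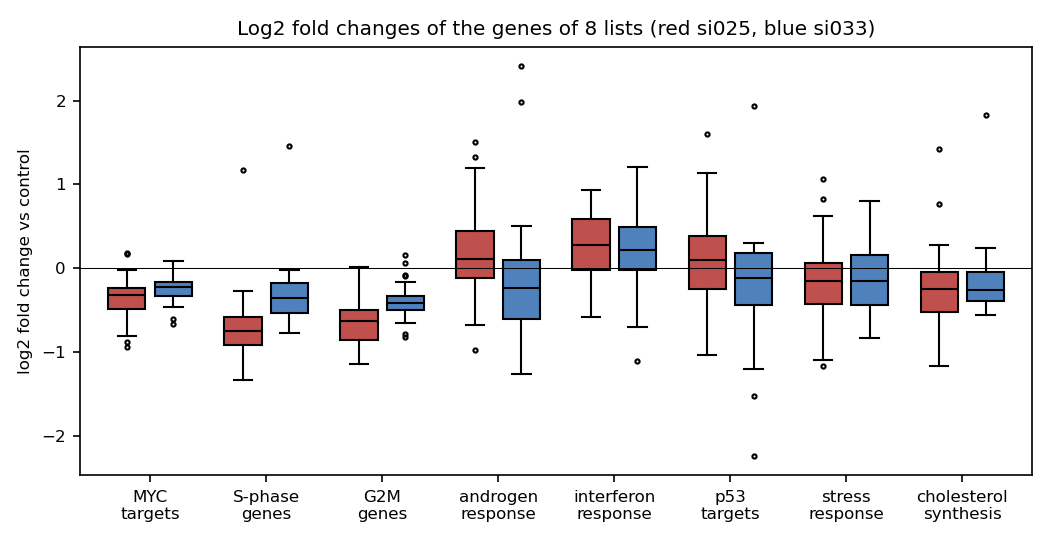
Log2 fold changes against control of the tested genes of 8 lists, with si025 in red and si033 in blue. Boxes span the quartiles with a line at the median, whiskers reach the furthest gene within 1.5 times the box, and circles mark genes beyond. The medians of MYC targets (-0.31 and -0.22), S phase genes (-0.74 and -0.36) and G2M genes (-0.63 and -0.42) lay below 0 with both siRNAs.

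Of the remaining lists, cholesterol synthesis was lower with si025 (median -0.24, adjusted *p* = 0.0146) and not called with si033 (-0.26, adjusted *p* = 0.192). The difference between the 2 siRNAs was not called either (adjusted *p* = 0.925). The si033 result gained a call in 4 of the 24 alternatives, and the difference in 1. The result for cholesterol synthesis, si025 vs control, was lost in 3 of the 24 alternatives, namely without a filter on low counts (adjusted *p* = 0.252), with camera and an estimated correlation (0.0675) and without control replicate 3 (0.0686). Androgen response (medians 0.11 and -0.24, adjusted *p* = 0.285 and 0.150), interferon response (0.28 and 0.21, adjusted *p* = 0.110 and 0.135), p53 targets (0.10 and -0.12, adjusted *p* = 0.579 and 0.105) and stress response (both -0.15, adjusted *p* = 0.101 and 0.110) were called with neither siRNA. Each of these lists gained a call in some of the 24 alternatives. The most were 5, for p53 targets with si033. Called genes numbered 22 and 25 of 30 for androgen response, 13 and 12 of 24 for interferon response, 17 and 16 of 23 for p53 targets, 18 and 16 of 26 for stress response, and 19 and 19 of 25 for cholesterol synthesis. Adjusted over the list alone, the respective counts were 24 and 25, 13 and 12, 17 and 17, 18 and 17, and 19 and 20. In the combined contrast stress response was lower (median -0.22, adjusted *p* = 0.0345), a call lost in 10 of the 24 alternatives. MYC targets (median -0.27), S phase genes (-0.59) and G2M genes (-0.53) were lower there as well, although MYC targets, both siRNAs vs control, lost the call with camera and an estimated correlation (adjusted *p* = 0.0928). Androgen response, interferon response, p53 targets and cholesterol synthesis (adjusted *p* = 0.0672) were not called there. In that contrast cholesterol synthesis gained a call in 7 of the 24 alternatives, interferon response in 2 and p53 targets in 1. Between the siRNAs, S phase genes (median -0.36, adjusted *p* = 5.43e-07) and G2M genes (-0.24, adjusted *p* = 0.000145) were lower with si025, and androgen response (0.14, adjusted *p* = 0.0310) and p53 targets (0.13, adjusted *p* = 0.0121) were higher. The result for androgen response, si025 vs si033, was lost in 3 alternatives, namely without a filter on low counts (adjusted *p* = 0.237), without si033 replicate 1 (0.0614) and without si033 replicate 3 (0.0623). The result for p53 targets, si025 vs si033, was lost in 2, without a filter on low counts (adjusted *p* = 0.131) and with camera and an estimated correlation (0.109). That for G2M genes, si025 vs si033, was lost with camera and an estimated correlation (0.141). MYC targets did not differ between the siRNAs at the threshold (-0.15, adjusted *p* = 0.0672), but did in 9 of the 24 alternatives.

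An siRNA can also lower transcripts that match its first bases in the 3′ UTR, so 7-base words in 3′ UTRs were compared with the fold changes. With si025, the word with the lowest z was GGGATTA, held by 2167 genes, whose fold changes were shifted by -0.09 (z = -6.56, permutation *p* = 0.001). This word lay mostly in 1 sequence context, since 57.9% of its 3951 copies were followed by the bases CAGG. With si033, the word with the lowest z was GAAACAA, held by 2266 genes and shifted by -0.18 (z = -13.9, permutation *p* = 0.001). Between the siRNAs, the word with the lowest z was TGCTTTC, held by 2539 genes and lower with si025 (-0.10, z = -7.02, permutation *p* = 0.001). The value of 0.001 is the smallest that the permutations can give. The word CACATCA, held by 1416 genes, was shifted upwards by 0.19 with each siRNA (z = 12.1 and 12.7). With si033, 63.5% of the genes with GAAACAA had fold changes below the value fitted from 3′ UTR length and GC content, against 50.2% of the genes without it. On genes with at least 5 CPM, a setting added after the data had been seen, the si025 shift of GGGATTA moved most, to -0.07.

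**Figure D4:**
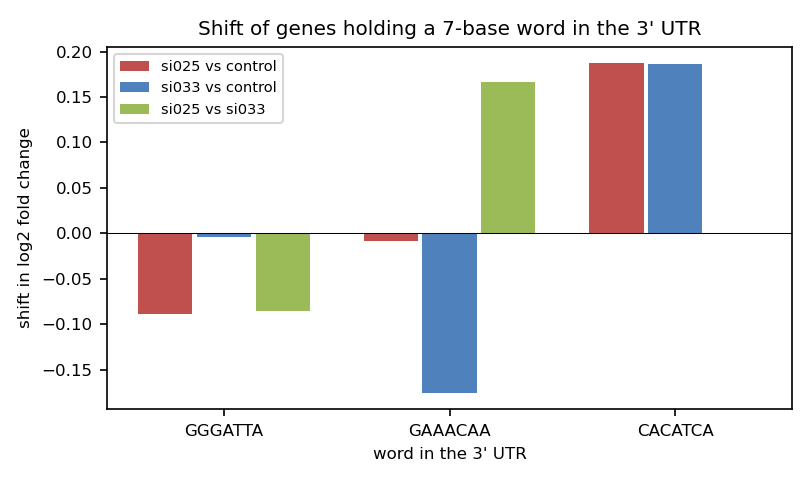
Shift in log2 fold change of genes holding a 7-base word in the 3′ UTR, adjusted for 3′ UTR length and GC content, for si025 against control (red), si033 against control (blue) and si025 against si033 (green). GAAACAA was shifted by -0.18 with si033 and by -0.01 with si025, while CACATCA was shifted by 0.19 with both.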

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

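The splits of the libraries and the tests of library size and of gene length and GC content were set before their results were seen. The simulations of proportional effects were chosen afterwards.

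Because both siRNAs were aimed at 1 transcript, each named result was tested for a difference between them, by the contrast of si025 with si033 in edgeR. A total of 32 results differed, of which 14 were genes discussed in the study, 14 were genes given by the naming rule and 4 were gene lists. The 6 genes at the extremes of this contrast were named because they differed.

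*SMARCA4* was the 1 study gene called in opposite directions, and differed by -0.41 between the siRNAs, although its higher level with si033 was not called in 7 of 20 alternatives. Differences below 0, meaning lower with si025, were also found for *MYC* (-0.26), *IGF1R* (-0.24), *SYNM* (-0.16), *SMARCA1* (-0.65), *CTCF* (-0.30), *SMC1A* (-0.47), *CBX3* (-0.38), *CDK4* (-0.27), *MCM4* (-0.78), *MCM5* (-0.64), *PA2G4* (-0.20) and *CLNS1A* (-0.32). *DDX18* was higher with si025 (0.21). Of the genes named for a change with both siRNAs, *CDH17* (-1.84) was lower with si025, and *QPCT* (0.22), *CREB3L1* (2.96), *ABCC3* (1.84), *COL14A1* (1.80), *PGR* (1.80), *COL5A2* (2.05) and *RELN* (1.23) were higher. *VTN* (4.11), *CXCL11* (3.91) and *RGS4* (3.73) were higher with si025, and *LRRN3* (-4.61), *NTRK2* (-4.58) and *OPRK1* (-3.49) were lower. The G2M genes (-0.24) and S phase genes (-0.36) were lower with si025, and the androgen response (0.14) and p53 targets (0.13) were higher.

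Several technical explanations were weighed for the difference between the siRNAs as a whole. A difference in library size argues poorly for it, since 7073 of the 7801 calls were called again in the same direction after all libraries were thinned to 11649811 counts. Gene length and GC content are likewise not the whole cause, because 7291 calls were called again after the trend of each library on both was removed. The share of calls that were higher with si025 fell from 51.2% to 42.1% under that correction, so small differences may still carry such a trend. Of the 10 splits of the 6 libraries, 1 gave as many called genes, namely the real one, and a share below 0.1 cannot be reached with 3 libraries against 3. A batch that coincided with the groups was not tested, since the labels name none. The 2266 genes with the 3′ UTR word GAAACAA were higher with si025 than with si033 by 0.17 (z = 11.4). A batch would have to follow 1 word of 7 bases beyond 3′ UTR length and GC content. That argues against a batch as the cause for these genes as a set. For the other genes a batch cannot be told apart from the siRNAs.

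A difference in the depth of knockdown is argued against as the whole cause, if effects are in proportion to that depth. Simulations of 1 shared effect at different strengths gave at most 1 gene called in opposite directions against control, where 1075 were observed. As a part of the cause it remains open, since the targeted transcript was not analysed here. Effects of either siRNA on other transcripts and a true difference in response remain open as well.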

How the results depend on the processing

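The word search on genes with at least 5 CPM, and the lists measured on the genes of the full fit with each library left out, were chosen after the results were seen. All other alternatives were planned.

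The counts of called genes stayed within 1.5 times the reported ones in every alternative, except for the combined contrast. They ranged from 7306 to 8822 for si025, from 6289 to 7805 for si033 and from 7134 to 8635 for si025 against si033. Across the 9 fits that each left out 1 library, the counts ranged from 7151 to 8096, from 6151 to 7249 and from 7023 to 7804, respectively. Those for the combined contrast ranged from 6424 to 7548, and those for genes changed by both siRNAs in 1 direction from 3227 to 3768. Treating both siRNAs as 1 group of 6 libraries called 3363 genes in the combined contrast, all of which were also called in the reported fit. There the difference between the siRNAs enters the spread by construction.

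The lower *MYC* level was called in every alternative, from -0.87 to -0.75 with si025 and from -0.57 to -0.49 with si033. *IGF1R* with si025, which was not called, reversed to -0.14 under offsets for gene length and GC content (adjusted *p* = 0.000123), and to -0.14 under those offsets with the replicate block. Without the offsets its values ranged up to 0.06, and from -0.02 to 0.08 across the 9 fits that each left out 1 library. The cause was not tested beyond the correction itself. The same offsets moved the share of higher calls from 53.4% to 42.6% for si025, from 50.7% to 42.2% for the combined contrast and from 51.2% to 42.1% for si025 against si033. For si033 the share moved from 49.2% to 45.9%. RLE and upper quartile normalization changed no call among the main results.

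The correlation between the siRNAs rose to 0.455 without a filter on low counts, a setting that adds genes with few counts. The cause was not tested. It ranged from 0.352 to 0.405 when 1 library was left out.

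S phase genes, si033 vs control, kept a median of -0.36 without a filter on low counts but lost the call (adjusted *p* = 0.408). The median ranged from -0.36 to -0.31 when 1 library was left out. It lost the call in 7 of these 9 fits, with adjusted *p* values up to 0.160 without si033 replicate 1. On the genes of the full fit it ranged from -0.37 to -0.31 and was called in all 9, with adjusted *p* values of 0.00223 or less, so the genes with few counts that entered the ranking made the difference. With camera and an estimated correlation, MYC targets (-0.31 with si025, adjusted *p* = 0.0675; -0.22 with si033, adjusted *p* = 0.213), G2M genes with si033 (-0.42, adjusted *p* = 0.0516) and S phase genes with si033 (-0.36) lost the call. That test allows for correlation between the genes of a list. Of the other lists and contrasts, 9 results passed the threshold. This number was 5 without a filter on low counts, 18 with a filter at 1 CPM, 15 with camera at a preset correlation of 0.01, 4 with camera and an estimated correlation and 23 with fry. The cause was not tested for the filter.

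Among single genes, *SMARCA4* with si033 lost its call in 7 of 20 alternatives, 4 of them without 1 library (si033 replicate 1, si033 replicate 3, control replicate 2 or control replicate 3). *CREB3L1* with si033 did so in 7 alternatives, including the same 4 libraries. *SYNM* with si033 lost its call without control replicate 1, and *CTCF* with si033 gained one in 2. Over all other list results, 20 values became weaker and 44 stronger, and no single gene or list among these changed direction past the threshold.

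The replicate numbers did not pair the samples, since deviations of same-numbered libraries from their group means correlated between -0.02 and 0.07. With the replicate block the counts were 8000 genes for si025 and 7094 for si033, and the block changed no call among the results reported.

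On genes with at least 5 CPM the shifts of GGGATTA with si025, GAAACAA with si033 and TGCTTTC between the siRNAs kept their sign, at -0.07, -0.18 and -0.08. They were judged against the permutations over all genes, and none was run on these genes alone. There GGGATTA (z = -5.75) no longer led with si025, where GGATTAC had a z of -6.78 and GCTTTCA -6.72. Between the siRNAs, GCTTTCA (z = -8.04) passed TGCTTTC (-6.75). The depth of the libraries limits genes with few counts, such as *TTC23* at 5.23 CPM, whose standard error of 0.14 would hide a change of that size.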

Other observations

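Chosen after the results were seen were the simulations of shuffled effects on the correlation and of proportional effects at both sizes, the tests of words with the same bases, of word copies and of the bases beside a word, the comparison of the CACATCA word between siRNAs, and the measure of replicate spread. The leading words, and siRNA sequences listed with the study, had been seen before any test on the words was set.

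For the calls against control, the real split was the 1 of the 10 splits of the 6 libraries that gave as many called genes, for si025 and likewise for si033. A share below 0.1 cannot be reached with 3 libraries against 3. For the combined contrast, 2 of the 100 partitions drawn from 840 gave as many. The other one, with 8155 genes, compared the 3 si025 libraries with the rest, so it followed a group. A batch that coincided with a group would give the same in these splits, and the labels name no batch. With si033, the 2266 genes with the 3′ UTR word GAAACAA were shifted by -0.18 (z = -13.9). This argues against a batch as the cause for that set. For the other calls a batch cannot be told apart from the siRNA. Thinning all libraries to 11649811 counts left 7263 of 7908 calls for si025 and 6328 of 7015 for si033, in the same direction. Offsets for gene length and GC content left 7149 and 6703. Neither depth nor these gene properties can therefore be the whole cause of the calls.

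The correlation of 0.368 between the siRNAs was weighed against shared controls. Unchanged groups gave an r of at least 0.491, which is above the observed value and meets the criterion set beforehand for shared controls as the cause. This comparison decides nothing, because sharing a control fixes the r of pure noise near that level whatever the effects are. With effects of the observed size but unrelated between the siRNAs, r reached at most 0.101, and at most 2130 genes were called in 1 direction, against 3802 observed. Unrelated effects of the siRNAs are thus not enough. Conversely, si033 effects were simulated in proportion to si025 effects. With the fitted slope of 0.341, at most 1 gene was called in opposite directions, against 1075 observed, but only 2095 to 2263 genes were called with si033, against 7015. With a factor of 0.925, which gives si033 effects the observed spread, 6931 to 7054 genes were called with si033, and again at most 1 in opposite directions. A proportional effect at different strengths is thus not enough either. The data are consistent with a shared part and a separate part for each siRNA. The shared part may be due to the target or to the control siRNA, which this design does not separate. All 3 groups were transfected, so transfection as such cancels in both contrasts.

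Each leading word was compared with other words of the same bases, leaving out those that shared a run of 6 bases with it. For GAAACAA with si033, these words went no lower than a z of -2.62, against -13.9. AGAAACA, left out because it shares such a run, had a z of -6.24. Genes with at least 2 copies were lower than genes with 1 copy (z = -4.86, and -3.15 in the first form of the fit). The shift with si025 was -0.01. Base composition is thus not the whole cause of the shift. What lowered these genes was left open, and pairing of si033 with the word is not put forward as the cause.

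For GGGATTA with si025, words of the same bases without a shared run reached a z of -4.58 against -6.56, and more copies went with a further decrease (z = -2.30). This word is open to another explanation, a repeat family in 3′ UTRs. Only 46 genes held the word without any of the other leading words, and their z of -0.495 met the criterion set beforehand for a repeat. With so few genes even the whole shift would give a z of only -1.10, so that test was judged too weak once the number was known. The 593 genes whose copies all lay outside the commonest bases beside the word had a shift of -0.04 (z = -1.79), where the whole shift would give -3.92. The 1574 other genes had a shift of -0.11 (z = -7.07). The difference between these sets was not tested. A repeat, or a property of the genes that carry it, is a candidate explanation, and more copies would go with it too. TGCTTTC, lower with si025, showed no such context, with at most 2.53% of its copies followed by 1 set of 4 bases. This was computed for si025 against control, where the 2539 genes with the word were shifted by -0.08 (z = -6.21). Of these, the 1775 outside the commonest bases were shifted by -0.07 (z = -5.01) and the 764 others by -0.10 (z = -4.69). The shift between the siRNAs was not examined by context.

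For CACATCA, higher by 0.19 with both siRNAs, words of the same bases without a shared run reached 4.45, against a z of 14.99 over the mean of the siRNAs. ACACATC, which shares a run of 6 bases with it, had a z of 7.41 with si025 and 6.08 with si033. One hypothesis is an effect of the control siRNA, which may lower its own matches in the control libraries and so raise the same genes in both contrasts. It was formed with the listed sequences in view. Between the siRNAs, CACATCA had a z of 0.033, but this restates the equal shifts and would hold for any effect that both siRNAs share. This comparison therefore cannot tell the hypothesis apart from such an effect. The listed sequences could bear on it, but they were not used here to decide it. More copies gave a z of 2.62 in the fit used and 0.646 in its first form, so copies do not decide it. Effects on genes that hold the word do not account for the whole correlation of the siRNAs, since r was 0.342 among 6795 genes without either 6-base part of the word, against at most 0.101 with unrelated effects. Indirect effects of the control siRNA, or effects through other matches, are not excluded by this.

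The lower *MYC* level is not accounted for by these words in its transcript. Its 3′ UTR of 1996 bases held 0 of the 2 words lowest against control, and no copy of TGCTTTC or CACATCA. Matches outside the 3′ UTR, weaker matches and indirect effects remain open. By contrast, the *IGF1R* 3′ UTR of 7091 bases held 1 copy of CACATCA and 2 copies of TGCTTTC. It held 0 copies of GGGATTA and GAAACAA. An effect through CACATCA or TGCTTTC on the *IGF1R* level, higher with si033, was not tested and is not excluded. The MYC targets were not lower merely through the genes they share with the cell cycle lists. Without these, 53 genes had medians of -0.31 with si025 and -0.23 with si033, both past the threshold. Slower growth could lower both sets of genes, and that was not tested.

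A local effect at the antisense locus was also examined. The 7 tested genes within 1 Mb, *IGF1R* among them, had a mean absolute log2 fold change of 0.23 over both siRNAs. This lay at the percentile 15.9 among 12666 runs of 7 neighbouring genes, whose median was 0.33. A change around the locus larger than elsewhere is therefore not seen. Single genes in this window, named here after their values were seen, did change. *MEF2A* (0.58 and 0.26) and *LRRC28* (0.35 and 0.39) were called higher with both siRNAs, and *ARRDC4* (0.22) and *LYSMD4* (0.25) with si033.

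The number of called genes has to be read with the small spread between libraries, whose effect on it was not tested. Simulations of unchanged groups gave at most 4 called genes for either siRNA. The biological coefficient of variation was 4.13%, so changes with a median of 0.40 on the log2 scale were called. Libraries of a group may come from 1 culture or transfection, in which case the spread would be too small for independent experiments. The study describes biological replicates for the knockdown experiments, but does not say whether these were separate cultures or transfections. From the counts the 2 cases cannot be told apart, and the count of genes cannot be read as the number that would change in independent experiments.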
